A study of Homo sapiens with 9 samples.

How the data were processed

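NCI-H1155 cells were treated for 4 h, from 24 h after plating, with 1 µM foretinib, 1 µM cabozantinib or DMSO as the vehicle, per the labels' protocols. RNA was purified on columns with DNase digestion, and libraries were made with the NuGEN Encore Complete kit and amplified with KAPA reagents, per the labels' protocols. Each of the 3 groups held 3 libraries, which the labels call biological triplicates. The title numbers name the libraries here: 2, 4 and 5 for DMSO, 3, 4 and 5 for cabozantinib, and 1, 2 and 4 for foretinib.

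The authors deposited a table of 1 signal value per gene and library, which is the gene's read count divided by 1 size factor per library. The submitters' processing notes name TopHat2 2.0.13, Cufflinks 2.2.1, HTSeq and DESeq2 and the genome build hs37d5. The role of each tool, the gene annotation, the strand setting and any filter are not given in the sources used here, and neither is what the word combined in the column names stands for. No coordinates are printed, because the reference at hand was of another build and was not used here. In each of the 9 columns 100% of the values were whole multiples of 1 step, within a tolerance of 1e-06 of a read, so that whole reads and each library's total could be recovered from the deposited signal. For 3 columns, DMSO replicate 4 and cabozantinib replicates 3 and 4, the step lay so near 1 that an automatic check could not tell such multiples from rounding; count-based tests were therefore used only as alternatives.

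Gene assignment without a stated strand setting cannot separate a gene from an overlapping antisense gene. Reads of near-identical copies, such as histone genes and ribosomal protein genes with their pseudogenes, may have been split or dropped by the counting, and their values are uncertain. The kits gave no molecular identifiers that were used here, so reads amplified from 1 molecule could not be told from reads of different molecules. For that reason a value of 0 was not turned into an upper limit, and a gene whose 3 libraries of a group were all at 0 is reported as listed at 0, with no fold.

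The values were tested as log2(value + 1), so a fold change is on that scale, and zeros in a group move it away from the ratio of the means. Genes with a value of 10 or more in at least 3 libraries were tested, 12642 in all, with limma 3.58.1 in R 4.3.3 (empirical Bayes with a mean-variance trend, called limma-trend). All 9 libraries of the 3 groups were in 1 model without covariates, so that the comparisons shared 1 estimate of the spread. Calls were made per comparison at a Benjamini-Hochberg adjusted p below 0.05, with no fold threshold, and 95% intervals came from the same model. For single genes the adjusted p is given over all tested genes and, for members of a list fixed in advance, adjusted over the list alone.

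Gene lists were tested with camera (limma) at a preset inter-gene correlation of 0.01, Benjamini-Hochberg adjusted over the lists of a comparison. Beside it stand camera with a correlation estimated per list and fry, which tests whether a list's genes move one way and does not compare them with other genes. The lists were ERK-dependent transcripts, immediate early genes, SRF and actin genes, YAP and TEAD targets, MYC targets in ribosome biogenesis, MYC family and partners, DNA replication, mitosis, G1 cyclins and CDK inhibitors, p53 targets, the BCL2 family and FOXO targets. Further lists were cholesterol synthesis and uptake, fatty acid synthesis, lysosome and autophagy, ATF4 and amino acid response, ER chaperones, heat shock proteins, NRF2 targets, hypoxia and glycolysis, neuroendocrine markers, the Notch pathway, interferon response, NF-kB targets, reported kinase targets of the compounds, ribosomal proteins and replication-dependent histones. Markers of epithelial cells, fibroblasts, leukocytes, endothelial cells and red cells and the mitochondrial transcripts completed the 33 lists. Lists with at least 5 tested members were tested.

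Named genes followed a rule. It took, per comparison, up to 12 genes per direction with the largest change among genes past the adjusted p of 0.05 with no overlap between the groups and a mean of at least 50; no gene met this. It also took up to 4 members of each list with the smallest p, and MYC, MYCN, MET, AXL, MAP2K1, MAP2K2, FER and AURKB in every comparison. The text describes only some of the genes so taken. In places it leaves out a member with a smaller p, such as CYR61 beside JUNB. MYC, MET, AXL, FOS, FOSB, EGR2, EGR3 and GRP did not reach the filter and were not tested. The groups, tests, gene lists, this rule and a first set of alternatives were chosen before the data were examined.

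The alternatives were other pseudocounts and filters, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered whole reads, quantile normalisation, TMM scaling, a model of only the 6 libraries compared, a replicate block, a fold threshold and leaving out each library in turn. The replicate block fitted a term per title number. Number 1 occurs only in foretinib and number 3 only in cabozantinib, so the block takes foretinib replicate 1 and cabozantinib replicate 3 out of the contrasts. A call lost with the block may therefore reflect fewer libraries. DESeq2 gave no adjusted p for 568 genes in each comparison, and these were left as missing. Genes of the same level are the 200 tested genes nearest in mean over the DMSO and cabozantinib libraries. For lists this was also taken per library, as the median over members, and the groups compared by a t interval of 3 against 3 libraries. An estimate of reads per molecule was made for each library from the squared difference over the mean between libraries of 1 group, for genes at a mean of 300 to 3000. The library's reads divided by this estimate are called molecule equivalents, and they count molecules only if each molecule was read equally often.

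Limma-trend, edgeR, DESeq2 and camera were checked on simulated data with 200 changed genes in 5 runs per comparison. No such check is reported for fry or for camera with an estimated correlation. Libraries were drawn from the real gene means and totals under 2 models, in which each molecule was read equally often or an exponentially distributed number of times. The second model was added after the first gave more zeros than the libraries hold. Under the unequal model limma-trend recovered 6.27%, 16.1% and 37.0% of genes changed 2, 4 and 8-fold between foretinib and DMSO, over a mean of 12609 genes tested, with 0.6 false calls per run. For cabozantinib and DMSO the shares were 3.28%, 16.4% and 31.5% over 12619 genes with 0 false calls, and for foretinib and cabozantinib 2.99%, 19.4% and 37.0% over 12601 genes with 0 false calls. For cabozantinib and DMSO at a mean of 1000 or more the shares were 7.86%, 37.4% and 68.8%. Under this model edgeR on molecule equivalents recovered 22.7%, 59.4% and 69.7% for cabozantinib and DMSO, with 4.8 false calls. For foretinib and DMSO it recovered 9.55%, 30.4% and 54.8% with 3 false calls. Under the equal model limma-trend recovered 8.06%, 19.7% and 37.3% between foretinib and DMSO with 75.6 false calls per run over 11888 genes. The same model gave 5.97%, 22.7% and 30.9% with 39 false calls for cabozantinib and DMSO over 11897 genes. For foretinib and cabozantinib it gave 8.06%, 23.0% and 41.2% with 111 false calls over 11875 genes. DESeq2 made 797, 47.8 and 754 false calls per run in the same order of comparisons under the unequal model, where edgeR on whole reads made 4.2, 0 and 5.6; under the equal model they made 1379, 77 and 1277, and 40.8, 0 and 44.2. Camera found a cholesterol synthesis list raised 2-fold in 5 of 5 runs of each comparison under each model, with a mean of 0 to 0.6 other lists called per run. The lists called in the data had smaller median log2 fold changes, 0.15 to 0.34, and changes of that size were not simulated. No check of the preset correlation is reported. No column of the table lacked a sample, and no library was left out.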

Results

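RNA was sequenced from NCI-H1155 cells, a human lung cancer line with neuroendocrine features, after 4 h with foretinib, cabozantinib or the vehicle DMSO. Both compounds are multi-kinase inhibitors whose known targets include MET and KDR, and the series asks how structurally similar inhibitors of this kind differ in activity. Foretinib carries a fluorine on the central phenyl ring and a morpholinopropoxy group in place of a methoxy group on the quinoline ring of cabozantinib. Both were used at 1 µM for the same time. The table held 23369 genes, of which 8208 were at 0 in all 9 libraries, and values are normalised read counts. A value with its error is a mean ± SD, n = 3 libraries per group, throughout.

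Sequencing depth was similar in all libraries, but the foretinib libraries detected fewer genes. Totals of gene-assigned reads ran from 27257862 to 32986439 in DMSO, from 27264766 to 27522332 in cabozantinib and from 26996023 to 34062153 in foretinib. Genes above 0 numbered 10556 ± 319 in foretinib, 12311 ± 568 in DMSO and 12679 ± 127 in cabozantinib. Of the 12642 tested genes, 18.5% ± 2.38 were at 0 in a foretinib library, 7.25% ± 3.14 in a DMSO library and 5.01% ± 0.544 in a cabozantinib library. DMSO replicate 2 stood apart from its group with 10.9% at 0, against 5.30% and 5.58% in DMSO replicates 4 and 5. Replicates also differed more from each other in foretinib. Across genes, which are not independent replicates, Pearson's correlation of log2 values between libraries of a group was 0.575 to 0.597 in foretinib, 0.674 to 0.712 in DMSO and 0.710 to 0.727 in cabozantinib. For genes at a mean of 1000 to 3000 the median variance over mean was 437 in foretinib, 132 in DMSO and 97.5 in cabozantinib, which corresponds to a median coefficient of variation of 50.02%, 28.1% and 24.2%. No libraries of a group were copies of each other, the lowest chi-square per degree of freedom between any pair being 125. The 10 most abundant genes took 9.58% to 11.5% of the reads of a library.

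**Figure D1:**
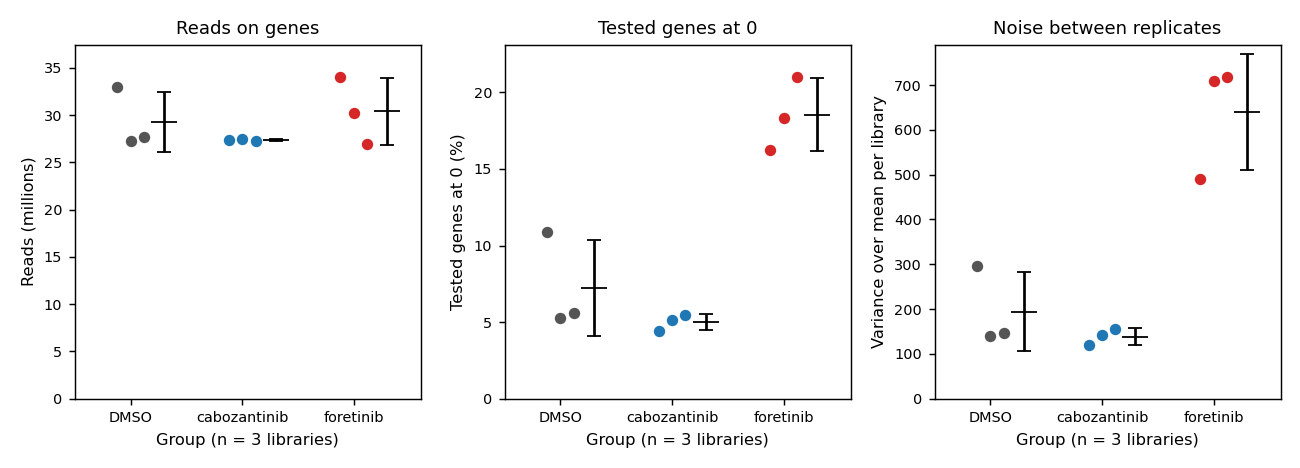
Sequencing depth (reads per library), tested genes at 0 (percent) and the variance over mean estimate (reads per molecule) are plotted for each library, as dots with the group mean ± SD beside them, n = 3. Depth overlaps between the groups, while the 3 foretinib libraries lie above the other 6 in genes at 0 (16.3% to 21.02% against 4.41% to 10.9%) and in variance over mean.

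Low and abundant genes differed in their median fold change. The median log2 fold change over all tested genes was -0.34 for foretinib against DMSO, 0.04 for cabozantinib against DMSO and -0.44 for foretinib against cabozantinib, and quantile normalisation moved the medians to -0.04, 0.01 and -0.05. Among genes at a mean of 100 to 300 the median of foretinib against DMSO was -2.18, although their summed level was 1.15 times that in DMSO. This ratio of sums was 1.96 below a mean of 100 and 1.03 at 1000 to 3000. How far it depends on the grouping of genes by level was not tested. Genes at a mean of 3000 to 10000 had a median of -0.04, and genes above 10000 one of 0.03, or 0.02 for foretinib against cabozantinib. The shift was thus largest in genes below a mean of 1000, and where a gene or list passed, its change relative to the median of genes of the same level is given beside the fold change.

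Foretinib was compared with DMSO to ask which transcripts respond within 4 h. EGR1, an immediate early transcription factor induced through ERK signalling, fell from 4633 ± 273 in DMSO to 713 ± 442 in foretinib, 6.50-fold lower, with all 3 foretinib libraries below all 3 DMSO libraries. HES1, a transcriptional repressor induced by Notch signalling, fell from 3173 ± 394 to 1398 ± 815, 2.27-fold lower, also without overlap. JAG1, a Notch ligand, fell from 1320 ± 524 to 205 ± 329, 6.44-fold lower, and CDKN2B, an inhibitor of CDK4 and CDK6, from 782 ± 412 to 32.3 ± 56.0, 24.2-fold lower with 2 of the foretinib libraries at 0. All 4 genes passed when adjusted over the list alone and none when adjusted over all genes.

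The EGR1 log2 fold change was -3.00 (SE 0.52, 95% interval -4.13 to -1.87), or -2.92 relative to genes of the same level, and -3.41 to -2.26 without each library in turn. Its limma adjusted p was 0.000966 adjusted over the list alone, in which 1 of 16 tested immediate early genes fell, and 0.358 over all 12642 genes. If each molecule was read equally often, the DMSO levels amount over the 3 foretinib libraries together to 22.4 molecule equivalents for EGR1, 15.4 for HES1, 6.39 for JAG1 and 3.79 for CDKN2B. The size of the CDKN2B fall is therefore uncertain at this depth. JUNB, another immediate early gene, was at 1687 ± 1073 in DMSO and 651 ± 381 in foretinib and did not pass (-1.34, adjusted p = 0.469 over the list alone). Among ERK-dependent transcripts 0 of 19 passed, and SPRED2, a negative regulator of this pathway, was at 1834 ± 346 and 709 ± 228 (-1.41, 95% interval -2.61 to -0.21, adjusted p = 0.340 over the list alone).

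In the Notch pathway list 3 of 12 tested members passed when adjusted over the list alone, HES1, JAG1 and HES6, each at an adjusted p of 0.0416. HES1 changed by -1.38 (SE 0.47, 95% interval -2.38 to -0.38; -1.35 relative to genes of the same level) and JAG1 by -5.07 (SE 1.64, 95% interval -8.60 to -1.55; -4.85 relative to the same level). HES6, which antagonises HES1 in neural differentiation, was at 273 ± 204 in DMSO and listed at 0 in all 3 foretinib libraries, where its DMSO level amounts to 1.32 molecule equivalents if each molecule was read equally often, so its loss is not established at this depth. The summed Notch pathway level was 9451 ± 1192 in DMSO and 5595 ± 2059 in foretinib, and the list as a whole did not pass (camera adjusted p = 0.490). HES1 lost its call without DMSO replicate 2 (0.0551), 4 (0.165) or 5 (0.130) or foretinib replicate 2 (0.0670, with a log2 fold change of -0.82). It also lost it with only the 6 libraries compared (0.0947), the replicate block (0.0774), no filter (0.0549), and edgeR on whole reads (0.0539) or molecule equivalents (0.0639), in a range of 0.0115 to 0.165. HES6 lost it without DMSO replicate 2 (0.0551), 4 (0.114) or 5 (0.0878). It did so too with quantile normalisation (0.252), the replicate block (0.0774), no filter (0.0549) and pseudocounts of 50 to 1000 (0.0741 to 0.195), in a range of 9.7e-07 to 0.252. JAG1 lost its call without DMSO replicate 2 (0.0551), 4 (0.165) or 5 (0.130) or foretinib replicate 2 (0.0632) or 4 (0.0546). The call was also lost with only the 6 libraries compared (0.132), no filter (0.0549), and edgeR on whole reads (0.143) or molecule equivalents (0.0639), in a range of 0.00223 to 0.165. Its log2 fold change was -3.27 without foretinib replicate 4 and -2.73 and -2.38 in these edgeR fits.

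**Figure D2:**
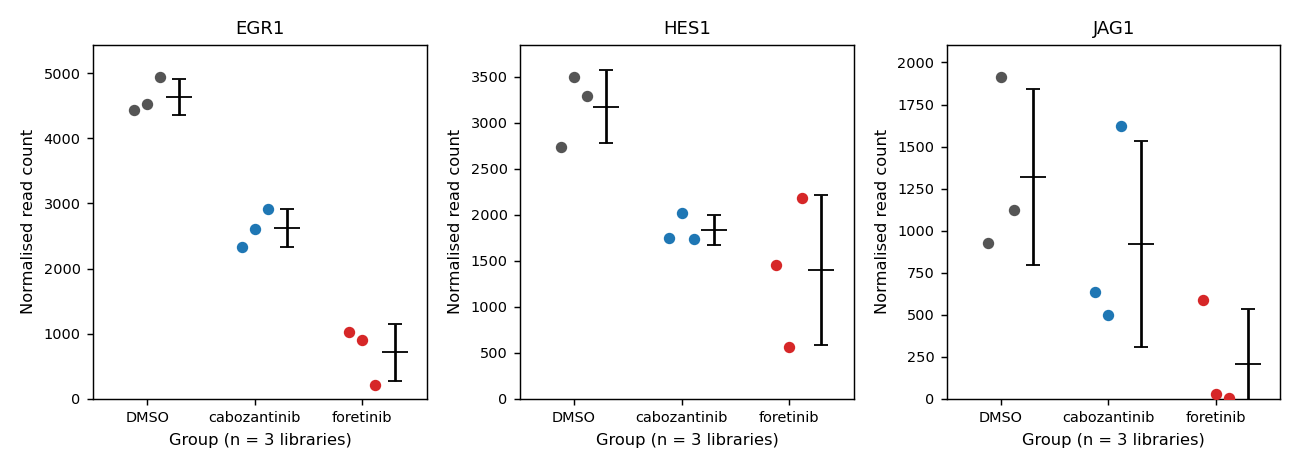
Normalised read counts of EGR1, HES1 and JAG1 are plotted for each library, as dots with a bar of the group mean ± SD, n = 3; the foretinib error bar of JAG1 would run below 0 and is clipped at the axis. EGR1 means are 4633 in DMSO, 2618 in cabozantinib and 713 in foretinib.

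Cell cycle lists held few single changes. Among G1 cyclins and CDK inhibitors 2 of 10 passed when adjusted over the list alone, CDKN2B (adjusted p = 0.0171; -7.27, 95% interval -11.69 to -2.85, and -6.95 relative to genes of the same level) and CDKN1A (0.0166). CDKN1A, the p53-induced inhibitor p21, was at 104 ± 64.7 in DMSO and listed at 0 in all foretinib libraries, where its DMSO level amounts to 0.503 molecule equivalents if each molecule was read equally often. It was also the 1 of 21 p53 targets that passed (0.0349 over that list), and its loss is not established at this depth. CDKN2C, an inhibitor of CDK4 and CDK6 like CDKN2B, was at 1620 ± 149 in DMSO and 2889 ± 800 in foretinib and did not pass (0.80, 95% interval 0.02 to 1.58, adjusted p = 0.110 over the list alone). In the mitosis list 0 of 35 passed, INCENP of the chromosomal passenger complex being at 6852 ± 808 and 10415 ± 946, 1.52-fold higher without overlap (0.61, 95% interval 0.22 to 1.00, adjusted p = 0.177 over the list alone). PLK1, another member, was lower in foretinib, at 3126 ± 455 and 2078 ± 67.1 (-0.58, limma adjusted p = 0.640 over the list alone). CDKN2B lost its call without DMSO replicate 2 (0.0508), 4 (0.184) or 5 (0.136). Further losses came with only the 6 libraries compared (0.111), the replicate block (0.144), a mean filter of 500 (0.158), pseudocounts of 500 (0.0818) and 1000 (0.129), and edgeR on whole reads (0.104) or molecule equivalents (0.0983), in a range of 0.000726 to 0.184. Its log2 fold change was -4.61 and -4.06 in these edgeR fits, and -9.48 to -6.17 without each library in turn. CDKN1A lost its G1 call without foretinib replicate 4 (0.0583) and its p53 call without foretinib replicate 1 (0.169), 2 (0.0774) or 4 (0.245). It kept these calls in 8 and 3 of 16 alternatives, in ranges of 0.0103 to 0.608 and 0.0215 to 0.959.

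As groups, 3 of the 28 tested lists rose in foretinib relative to the other genes by camera at the preset correlation. Ribosomal proteins summed to 702954 ± 28684 in foretinib and 640373 ± 17170 in DMSO, a ratio of 1.098, and their median fold change was 0.16, or 0.15 relative to genes of the same level (adjusted p = 0.00111, and adjusted p = 0.307 with an estimated correlation). Examples were RPL8, at 65497 ± 2627 against 56154 ± 3472, and RPL11, at 21367 ± 1102 against 18059 ± 386. RPS9, with a smaller p than RPL11, was lower (-0.74, adjusted p = 0.516 over the list alone), and 0 of 30 members passed over the list alone. Replication-dependent histones summed to 554398 ± 116399 against 451257 ± 68883, a ratio of 1.23, with a median fold change of 0.29, or 0.26 relative to genes of the same level (adjusted p = 0.0192, and adjusted p = 0.672 with an estimated correlation); 0 of 12 passed over the list alone, HIST2H2AC being at 21989 ± 1464 against 16189 ± 2890 (0.45, 95% interval 0.11 to 0.80, adjusted p = 0.159 over the list alone). Reads of these gene families could be assigned to near-identical copies, and the foretinib libraries had 18.5% ± 2.38 of tested genes at 0. The ATF4 and amino acid response list had an adjusted p of 0.0221, and an adjusted p of 0.393 with an estimated correlation. Its median fold change was 0.23, or 0.37 relative to genes of the same level, while its mean was -0.09, and the mean was 0.21 under quantile normalisation. Its members PSAT1, an enzyme of serine synthesis, and SLC7A11, the cystine transporter, were at 4782 ± 1558 against 2979 ± 663 and at 3764 ± 1782 against 1689 ± 359 and did not pass (adjusted p = 0.508 over the list alone for both). PPP1R15A, another member, was lower and did not pass (-3.12, same adjusted p). Without DMSO replicate 5 or foretinib replicates 1, 2 or 4 the ATF4 list lost its call (0.209, 0.0642, 0.0739 and 0.220, range over alternatives 0.0102 to 0.452), and the histones lost it without DMSO replicate 5 or foretinib replicates 1 or 2 (0.612, 0.291 and 0.150, range 0.000811 to 0.819). Both lists also lost it with quantile normalisation (0.452 and 0.371), the replicate block (0.144 and 0.819), a pseudocount of 200 (0.155 and 0.0816) and a mean filter of 1000 (0.131 and 0.160). With no filter the ATF4 list lost it too (0.0523). The ribosomal protein call held without each library in turn, at up to 0.0499. It was lost with quantile normalisation (0.463), the replicate block (0.0551) and a mean filter of 1000 (0.131), in a range of 0.000321 to 0.463.

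**Figure D3:**
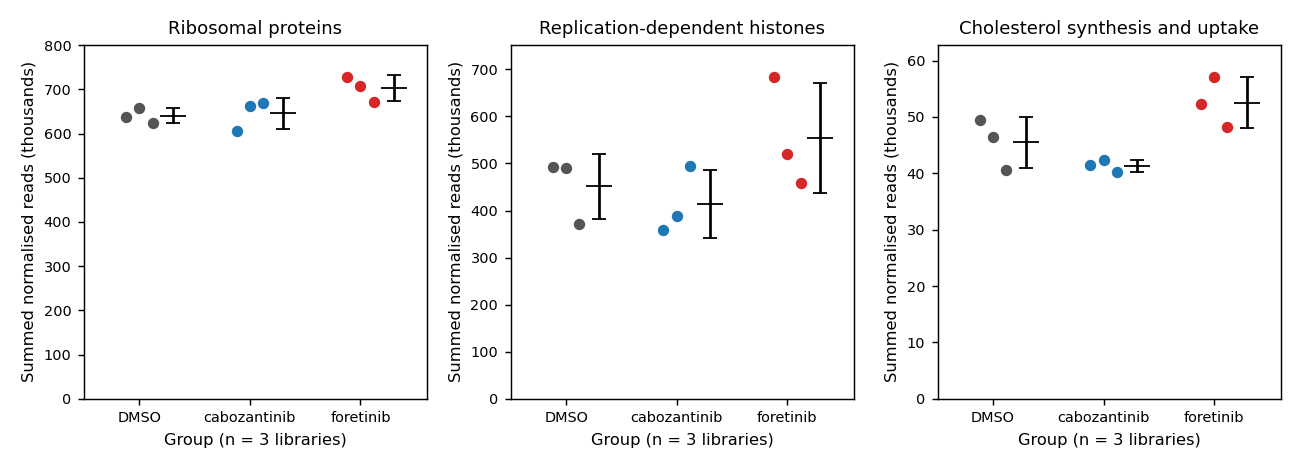
Summed normalised reads (axis in units of 1000) of ribosomal proteins, replication-dependent histones and the genes of cholesterol synthesis and uptake are plotted for each library, as dots with a bar of the group mean ± SD, n = 3. Foretinib sums are 1.098, 1.23 and 1.15 times the DMSO sums in that order.

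Mitosis (adjusted p = 0.0722) and cholesterol synthesis and uptake (0.0868) had the next smallest camera values in foretinib, both with the direction higher. In the cholesterol list 0 of 24 passed over the list alone, SREBF2, the transcription factor of this pathway, being at 6595 ± 429 against 4569 ± 432 (0.53, 95% interval 0.05 to 1.01, adjusted p = 0.298 over the list alone) and FDFT1, squalene synthase, at 4795 ± 1776 against 2559 ± 728 (0.87, 95% interval 0.15 to 1.59, same adjusted p). ACAT2, another member of the cholesterol list, was lower and did not pass (-1.17, adjusted p = 0.298 over the list alone). SCD, a fatty acid desaturase, was at 18945 ± 2778 against 12945 ± 1469 (0.55, adjusted p = 0.136 over the list alone). ERK-dependent transcripts and neuroendocrine markers were at 0.490, MYC family and partners at 0.583, G1 cyclins and hypoxia and glycolysis at 0.618, immediate early genes at 0.638, SRF and actin genes at 0.640 and the BCL2 family at 0.665. DNA replication, NF-kB targets, NRF2 targets, epithelial markers and heat shock proteins were at 0.679, and YAP and TEAD targets, fatty acid synthesis, lysosome and autophagy and reported kinase targets at 0.694. ER chaperones and p53 targets were at 0.744, interferon response at 0.790, and FOXO targets and MYC targets in ribosome biogenesis at 0.840. Fry, which does not compare a list with other genes, gave hypoxia and glycolysis (adjusted p = 0.00256) and G1 cyclins and CDK inhibitors (0.0362) the direction lower. Summed levels did not follow this for hypoxia and glycolysis, at 84739 ± 5392 in foretinib and 81196 ± 6106 in DMSO, a ratio of 1.04, and 0 of 18 members passed over the list alone. G1 cyclins and CDK inhibitors summed to 12686 ± 1201 and 13281 ± 2165, a ratio of 0.955.

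Genes of reported targets and of MYC factors did not pass. MYCN was at 2398 ± 417 in DMSO, 2943 ± 518 in cabozantinib and 3307 ± 973 in foretinib (0.44, 95% interval -0.24 to 1.12 for foretinib against DMSO). PTK2, the focal adhesion kinase, was at 5125 ± 1098 and 6746 ± 343 (0.42, 95% interval -0.06 to 0.90). Intervals were wide for MAP2K1, at 914 ± 880 and 261 ± 275 (-2.72, 95% interval -6.79 to 1.36), MAP2K2, at 1425 ± 387 and 1779 ± 1469 (-0.73, 95% interval -2.92 to 1.46), and AURKB, at 1002 ± 400 and 738 ± 635 (-2.20, 95% interval -5.56 to 1.16). FER was at 550 ± 286 and 1137 ± 1189, with a log2 fold change of the other sign (-1.89, 95% interval -7.01 to 3.23). In lists other than the immediate early genes, the Notch pathway, the G1 cyclins and CDK inhibitors and the p53 targets, 0 members passed over the list alone.

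Over all 12642 genes limma-trend called 0 higher and 0 lower in foretinib against DMSO, with 274 higher and 872 lower at an unadjusted p under 0.05 (9.07% of genes). edgeR on the recovered reads called 0, edgeR on molecule equivalents called 1, which was EGR1, and DESeq2 called 120 higher and 536 lower. On simulated libraries of these totals in which no gene differed, DESeq2 called 825 or 1414 genes, depending on the model of reads per molecule, and limma-trend 0 under either. Both models gave more tested genes at 0 in foretinib than observed (23.5% and 36.3% against 18.5%). The simulated counts therefore do not decide how many of the DESeq2 calls are false. Groups without overlap were seen for 504 higher and 972 lower genes, 11.7% of those tested, where chance gives 10%.

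Cabozantinib was compared with DMSO in the same model. EGR1 was at 2618 ± 292 against 4633 ± 273, 1.77-fold lower with all 3 cabozantinib libraries below all 3 DMSO libraries, and HES1 at 1835 ± 162 against 3173 ± 394, 1.73-fold lower. Neither passed: the log2 fold change of EGR1 was -0.83 (95% interval -1.96 to 0.30, adjusted p = 0.810 over the list alone) and that of HES1 -0.79 (95% interval -1.79 to 0.22, adjusted p = 0.687 over the list alone). The spread behind these intervals was shared with the foretinib libraries. Their median variance over mean was 437 at a mean of 1000 to 3000, against 132 in DMSO and 97.5 in cabozantinib. A gene that did not pass in this comparison is therefore not shown to be unchanged. DUSP6, a phosphatase that ERK signalling induces and that inactivates ERK, was at 2075 ± 311 against 3222 ± 352, 1.55-fold lower without overlap (-0.64, 95% interval -1.45 to 0.17, adjusted p = 0.846 over the list alone). In foretinib DUSP6 was at 2830 ± 1231, a mean above that in cabozantinib, unlike EGR1, HES1, JUNB and SPRED2. JUNB was at 785 ± 484 against 1687 ± 1073 and SPRED2 at 1126 ± 499 against 1834 ± 346, with log2 fold changes of -1.11 and -0.79 that did not pass. EGR1 did pass with only the 6 libraries compared (0.0212) and with edgeR on molecule equivalents (0.00837 to 0.00994), in a range of 0.00837 to 0.959, and HES1 with the latter (0.0394 and 0.0429), in a range of 0.0394 to 0.992.

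NEUROD1, a neuroendocrine transcription factor, was at 18190 ± 548 in cabozantinib and 13654 ± 354 in DMSO, 1.33-fold higher without overlap (0.41, 95% interval 0.11 to 0.72), and SYP, encoding the vesicle protein synaptophysin, at 2883 ± 737 against 4577 ± 358 (-0.70, 95% interval -1.32 to -0.07). These 2 members of the neuroendocrine list had adjusted p of 0.188 and 0.271 over the list alone, where 0 of 17 passed. NEUROD1 was also higher in foretinib than in DMSO without overlap, at 17384 ± 1270, and did not pass (0.35, 95% interval 0.04 to 0.65, adjusted p = 0.337 over the list alone). MSMO1, a sterol methyl oxidase of cholesterol synthesis, was at 429 ± 233 against 1417 ± 769 (-1.71, 95% interval -3.14 to -0.28, adjusted p = 0.550 over the list alone). PLK1, a mitotic kinase, was at 1934 ± 759 against 3126 ± 455 (-0.75, 95% interval -1.51 to 0.01). MYCN had a log2 fold change of 0.30 (95% interval -0.39 to 0.98) and MAP2K1 of 1.099 (95% interval -2.98 to 5.17), and neither passed. CDKN1A was the 1 member that passed among the G1 cyclins and CDK inhibitors (0.0166) and among the p53 targets (0.0349) adjusted over the list alone, being listed at 0 in all 3 cabozantinib libraries against 104 ± 64.7 in DMSO. This DMSO level amounts to 2.27 molecule equivalents over the 3 cabozantinib libraries together if each molecule was read equally often, and its loss is not established at this depth. The spread behind these calls was pooled with the foretinib libraries, which were also all at 0, and with only the 6 libraries compared CDKN1A did not pass (0.499 and 0.799). Its calls were also lost without cabozantinib replicate 3 (0.0617 and 0.123), 4 (0.0570 and 0.120) or 5 (0.0582 and 0.122). They were kept in 5 and 3 of 16 alternatives, in ranges of 0.0103 to 0.703 and 0.0215 to 0.917.

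No list passed in cabozantinib against DMSO by camera. Histones had the smallest adjusted p (0.320, lower), with sums of 414056 ± 71509 against 451257 ± 68883, and passed without DMSO replicate 5 (0.00011), the smallest adjusted p of any list ranging from 0.00011 to 0.924 over the alternatives. MYC family and partners, SRF and actin genes, cholesterol synthesis and uptake and immediate early genes were at 0.809, and the other 23 lists lay between 0.879 and 0.994. Ribosomal proteins summed to 645858 ± 34426, a ratio of 1.01 to DMSO. Over all genes limma-trend called 0 higher and 0 lower, with 111 and 55 at an unadjusted p under 0.05 (1.31%), and the smallest adjusted p was 0.9998. These counts also used the spread shared with foretinib. With only the 6 libraries compared limma-trend called 0 as well (smallest adjusted p 0.941). edgeR called 0 and DESeq2 38 higher and 11 lower, where DESeq2 called 42.4 or 81.8 and limma-trend 0 or 35.8 on simulated libraries with no difference. Groups did not overlap for 655 higher and 596 lower genes, 9.90% of those tested, where chance gives 10%.

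Foretinib and cabozantinib, which differ in the fluorine and the morpholinopropoxy group, were compared directly at the same dose and time. EGR1 was lower in foretinib, at 713 ± 442 against 2618 ± 292, 3.67-fold lower with a log2 fold change of -2.17 (SE 0.52, 95% interval -3.30 to -1.04), or -2.07 relative to genes of the same level. It was the 1 of 16 immediate early genes that differed when adjusted over the list alone (0.0171), and its adjusted p over all genes was 0.377. CDKN2B was at 32.3 ± 56.0 against 1121 ± 389, 34.7-fold lower (-7.87, or -7.54 relative to genes of the same level, 0.0172 over the list alone). CDKN2B had 2 foretinib libraries at 0. Its cabozantinib level amounts to 5.43 molecule equivalents over the 3 foretinib libraries together, if each molecule was read equally often. CDKN2B thus fell by an amount that is uncertain at this depth. Its log2 fold change was -10.07 to -6.76 without each library in turn, and -5.14 with edgeR on whole reads, where it did not pass (0.0770). The histone genes HIST2H2AC, at 21989 ± 1464 against 14511 ± 603, and HIST1H2AC, at 29460 ± 3463 against 20031 ± 2107, were 1.52-fold and 1.47-fold higher in foretinib (0.0274 and 0.0400 over the list alone). Their log2 fold changes were 0.60 (95% interval 0.25 to 0.94) and 0.56 (95% interval 0.18 to 0.93), or 0.58 and 0.50 relative to genes of the same level. BEX1, a neuroendocrine marker, was at 21653 ± 2710 against 31090 ± 2575 (-0.53, SE 0.14, 95% interval -0.83 to -0.22, 0.0414 over the list alone), which is -0.58 relative to genes of the same level.

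EGR1 lost its call with only the 6 libraries compared (0.123), with a replicate block (0.0639) and without cabozantinib replicate 4 (0.0664) or 5 (0.0902), in a range of 0.000371 to 0.123. Its log2 fold change was -2.59 to -1.44 without each library in turn. Members of 4 lists were listed at 0 in all 3 foretinib libraries and passed over the list alone, and their loss is not established at this depth. These were HES6 (417 ± 277 in cabozantinib, 0.0268) and HEY1 (390 ± 124, 0.0377) of the Notch pathway, CDKN1C (354 ± 187, 0.0172) of the CDK inhibitors, P4HA1 (321 ± 104, 0.0455) of the hypoxia list and CDH1 (122 ± 47.4, 0.0431) of the epithelial markers. Their cabozantinib levels amount to between 0.591 and 2.02 molecule equivalents over the 3 foretinib libraries together, if each molecule was read equally often. Without cabozantinib replicate 3, 4 or 5 each of these 5 genes, CDKN2B and BEX1 lost its call (0.0566 to 0.204), as did HEY1 without foretinib replicate 2 (0.0576) or 4 (0.0658), CDH1 without foretinib replicate 1 (0.0790), 2 (0.0844) or 4 (0.0547) and BEX1 without foretinib replicate 1 (0.166) or 4 (0.0678). Calls were kept in 12 of 20 alternatives for HES6, 9 of 21 for HEY1, 14 of 21 for CDKN1C, 8 of 21 for P4HA1, 5 of 20 for CDH1, 16 of 23 for CDKN2B and 18 of 29 for BEX1. With the replicate block all 7 lost them (0.0964 to 0.346), and with only the 6 libraries compared CDKN2B (0.0613) and BEX1 (0.159). Over all alternatives the adjusted p of these 7 genes ran from 1.7e-07 (HES6) to 0.533 (CDH1). HIST2H2AC lost its call without cabozantinib replicate 3 (0.0766) or 4 (0.0989) or foretinib replicate 2 (0.0982), with the replicate block (0.223) and with edgeR on whole reads (0.0615). HIST1H2AC lost it without cabozantinib replicate 3 (0.226) or 4 (0.0989) or foretinib replicates 1 (0.127) or 2 (0.139). HIST1H2AC also lost it with the replicate block (0.495, with a log2 fold change of 0.23), edgeR on whole reads (0.0814) and TMM scaling (0.0641). The ranges of the 2 genes were 0.00112 to 0.223 and 0.00559 to 0.495.

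By camera 3 lists were higher in foretinib than in cabozantinib, relative to the other genes. Replication-dependent histones had a ratio of sums of 1.34 and a median fold change of 0.34, or 0.28 relative to genes of the same level (adjusted p = 4.71e-05, and adjusted p = 0.384 with an estimated correlation). The histone call was also lost with the replicate block (0.995), in a range of 1.8e-05 to 0.995. Ribosomal proteins had a ratio of 1.09 and a median of 0.15, or 0.13 relative to genes of the same level (adjusted p = 0.000193, and adjusted p = 0.220 with an estimated correlation), RPL8 being at 65497 ± 2627 against 54504 ± 4580 and RPL11 at 21367 ± 1102 against 17108 ± 1463, neither past the threshold over the list alone (0.450). The ribosomal protein call was lost with quantile normalisation (0.702), the replicate block (0.606) and a mean filter of 1000 (0.0763), in a range of 5.2e-05 to 0.702. Cholesterol synthesis and uptake summed to 52534 ± 4481 in foretinib, 41321 ± 1075 in cabozantinib and 45510 ± 4531 in DMSO, a ratio of 1.27 to cabozantinib, with a median of 0.20, or 0.44 relative to genes of the same level (adjusted p = 0.00600, and adjusted p = 0.220 with an estimated correlation). In this list MSMO1 was at 1713 ± 728 against 429 ± 233, 3.99-fold higher (2.02, 95% interval 0.59 to 3.45), and SREBF2 at 6595 ± 429 against 4209 ± 645 (0.66, 95% interval 0.18 to 1.14), but 0 of 24 passed over the list alone (both 0.133). The cholesterol call was lost without foretinib replicate 2 (0.102), with quantile normalisation (0.325), the replicate block (0.735) and a mean filter of 1000 (0.0763), in a range of 0.00401 to 0.735. Under quantile normalisation the list's median fold change was 0.23 and its mean 0.45, against 0.20 and 0.03 in the main test. The foretinib libraries held 18.5% ± 2.38 of tested genes at 0 against 5.01% ± 0.544 in cabozantinib.

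The compounds were not distinguished in other lists at this precision. ATF4 and amino acid response had a camera adjusted p of 0.0579, mitosis 0.0845 and the Notch pathway 0.342, the last with the direction lower. Heat shock proteins and lysosome and autophagy were at 0.634, DNA replication and hypoxia and glycolysis at 0.652, NRF2 targets at 0.677, and ERK-dependent transcripts, G1 cyclins, MYC targets in ribosome biogenesis, YAP and TEAD targets, interferon response, neuroendocrine markers and p53 targets at 0.722. Epithelial markers and reported kinase targets were at 0.783, NF-kB targets and fatty acid synthesis at 0.797, the BCL2 family at 0.804, MYC family and partners at 0.813, ER chaperones and immediate early genes at 0.826, FOXO targets at 0.941 and SRF and actin genes at 0.996. Fry gave hypoxia and glycolysis the direction lower in foretinib (adjusted p = 0.00207), although the list summed to 84739 ± 5392 against 81480 ± 1588, a ratio of 1.04, and 1 of 18 members, P4HA1, passed over the list alone. MYCN differed by 0.14 (95% interval -0.54 to 0.83), PSAT1 by 0.73 (adjusted p = 0.456 over the list alone), SCD by 0.51 (0.196), CDKN2C by 0.80 (95% interval 0.02 to 1.57, 0.152) and SYP by 0.81 (95% interval 0.19 to 1.44, 0.123). HSPA8, a constitutive chaperone, was at 60072 ± 4341 in foretinib, 75335 ± 8362 in cabozantinib and 77661 ± 11271 in DMSO. Its log2 fold change in foretinib was -0.32 against cabozantinib (95% interval -0.61 to -0.04, adjusted p = 0.212 over the list alone) and -0.36 against DMSO (95% interval -0.65 to -0.08, 0.156), without overlap in either. JAG1 was at 205 ± 329 against 919 ± 614 (0.0706 over the list alone), and passed without foretinib replicate 1 (0.00487; range 0.00487 to 0.365).

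Over all genes limma-trend called 0 higher and 0 lower between the compounds, with 231 higher and 1021 lower at an unadjusted p under 0.05 (9.90%). edgeR called 0 and DESeq2 86 higher and 535 lower in foretinib, where DESeq2 called 760 or 1312 and limma-trend 0 or 17.8 on simulated libraries with no difference. The simulated foretinib libraries held more genes at 0 than observed, so these counts do not decide how many DESeq2 calls are false. Groups did not overlap for 568 higher and 1226 lower genes, 14.2% of those tested, where chance gives 10%.

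The responses to both compounds were set against each other over the shared DMSO libraries. No gene was called by limma-trend in both, and at an unadjusted p under 0.05 there were 22 genes higher in both and 27 lower in both. Unchanged groups simulated against the same controls gave 23.7 ± 4.03 and 46.4 ± 8.10 with equal and 14.8 ± 3.74 and 28 ± 6.45 with unequal reads per molecule (mean ± SD over 20 runs). Fold changes correlated at 0.341 across genes, which are not independent replicates. The simulations gave lower correlations, 0.320 ± 0.00846 with equal and 0.305 ± 0.0103 with unequal reads (mean ± SD over 20 runs). The covariance, 1.04, lay between the simulated values of 1.49 ± 0.0512 and 0.887 ± 0.0378 and was 1.20 from the spread of the DMSO libraries alone. DMSO has too few libraries to be divided into parts of 2, so the overlap may come from the shared controls.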

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

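Tests with pseudocounts of 50, 200, 500 and 1000, mean filters of 500, 1000, 2000 and 4000, their combinations and edgeR on molecule equivalents, and for lists also pseudocounts of 0.5 and 5, no filter and TMM scaling, were chosen after the results were seen. The count of genes past the threshold was 0 in 80 of 92 alternatives over the 3 comparisons. DESeq2 gave 656 genes for foretinib against DMSO, 49 for cabozantinib against DMSO and 621 for foretinib against cabozantinib. For foretinib against DMSO 1 gene, EGR1, passed with quantile normalisation (0.0146), with a pseudocount of 200 (0.0325), 500 (0.0243) or 1000 (0.0242), with a pseudocount of 200 and a mean filter of 500, 1000 or 2000, and with edgeR on molecule equivalents over all 9 libraries (0.0407) or the 6 compared (0.0289). The smallest adjusted p of that comparison ranged from 6.4e-16 with DESeq2 to 0.694. Without each library in turn the count was 0 in each comparison.

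The number of lists past the threshold in foretinib against DMSO, 3, was 0 with quantile normalisation, the replicate block, an estimated correlation or a mean filter of 1000, 1 with a pseudocount of 200, and 1 to 4 without each library in turn (1 without DMSO replicate 5 or foretinib replicates 1 or 2). In cabozantinib against DMSO it was 0 to 1 without each library in turn, with 1 without DMSO replicate 5. In foretinib against cabozantinib, 3 lists, it was 0 with the replicate block or an estimated correlation, 1 with a mean filter of 1000 and 2 to 4 without each library in turn; quantile normalisation ended the calls of ribosomal proteins (0.702) and cholesterol synthesis (0.325). Of single list calls 81 of 114 stayed past the threshold, and the histone call between the compounds was lost only with the block (0.995) and an estimated correlation (0.384), in a range of 1.8e-05 to 0.995. The covariance of the 2 responses, 1.04, was 0.631 with a pseudocount of 5, 0.0908 with 200, and 0.962 to 1.68 without each library in turn (1.68 without DMSO replicate 4 and 1.65 without DMSO replicate 5); the correlation stayed within 0.291 to 0.450. Genes past the threshold over their list alone stayed so in 255 of 427 alternatives, EGR1 in foretinib against DMSO in 28 of 28 (2.0e-08 to 0.0101).

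Among genes that did not pass, 1142 of 1184 values were unchanged in call and direction, 19 passed, 10 of them with DESeq2, and 23 changed sign. FER in foretinib against DMSO, -1.89, was 1.02 with edgeR, 1.05 with DESeq2, 0.27, 0.35 and 0.31 with pseudocounts of 200, 500 and 1000, 0.27 with 200 and a mean filter of 500, 0.92 and 0.94 with edgeR on molecule equivalents of 6 and 9 libraries, and -3.96 to 1.65 without each library in turn. MAP2K2, -0.73, was 0.28, 0.31, 0.0112 with a pseudocount of 1000, and 0.32 and 0.33 in these edgeR, DESeq2 and molecule fits, and -1.57 to 0.91 without each library in turn. MAP2K1 was 0.46 with the replicate block in foretinib against DMSO. In cabozantinib against DMSO MAP2K1, 1.099, was -0.10 with the block and with both molecule fits, and -0.35 to 2.09 without each library in turn. AURKB in foretinib against DMSO was -3.44 to 0.21 without each library in turn. MYCN in foretinib against cabozantinib, 0.14, was -0.036 with the block and -0.086 to 0.28 without each library in turn. The cause was not tested for any of these. Whether title numbers pair the libraries was not settled. Deviations from the group means correlated across genes at 0.029, 0.028, 0.020, 0.007 and -0.002 for the 5 pairs with the same number. The 22 other pairs ran from -0.024 to 0.031. These ranges overlap, and the pairs were not compared as sets. The replicate block gave 0 genes in each comparison, as the main test did, so this count cannot tell whether the numbers pair the libraries. With the block the 3 list calls in foretinib against DMSO and the 3 against cabozantinib became 0. The block takes foretinib replicate 1 and cabozantinib replicate 3 out of the contrasts, so this loss cannot decide whether the calls depend on pairing. Libraries held 39292 to 227682 molecule equivalents.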

Other observations

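Tests of sequencing depth, of list levels against genes of the same level, of list calls under quantile normalisation, a pseudocount of 200 and a mean filter of 1000, of libraries simulated with unequal reads per molecule and of the EGR1 molecule equivalents were chosen after the results were seen. Markers of other cell types gave these summed values. Fibroblast markers, of which 4 passed the filter, summed to 9787 ± 1650 in DMSO, 9038 ± 535 in cabozantinib and 10276 ± 2731 in foretinib. Leukocyte markers, with 1 gene past the filter, summed to 33.5 ± 35.9, 30.1 ± 30.8 and 4.20 ± 5.70 in the same order. Endothelial markers were at 30.4, 17.7 and 0 and red cell markers at 0, 52.5 and 0, and no member of either list passed the filter. Of the 13 mitochondrial transcripts, 0 were in the table.

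Fewer genes were detected in the foretinib libraries. Lower sequencing depth is argued against, since their mean total of reads was 1.07 times that of the other 6 libraries. A candidate explanation is that fewer distinct molecules were sampled: simulated foretinib libraries had 36.3% of tested genes at 0 with equal and 23.5% with unequal reads per molecule, and the observed 18.5% is 0.510 and 0.787 of these, outside the bounds set for both models. This excludes neither form of sampling, because the ratio moved with the assumed reads per molecule, and loss of the same transcripts in every foretinib library (800 genes at 0 to 3 reads in all 3, against 2168 simulated with equal and 1173 with unequal reads, ratios of 0.369 and 0.682) was not judged by its own bound, because both simulations were already off in genes at 0. Sampling, handling of these libraries and an effect of foretinib on the cells cannot be told apart, since all 3 libraries concerned are the foretinib group.

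EGR1 was lower in foretinib than in DMSO. A single foretinib library as the cause is argued against, the highest upper bound of the 95% interval being -1.63 over the fits without each foretinib library. Chance sampling of few molecules stays open when all genes are counted: with 4 molecule equivalents in foretinib and 81 in DMSO the exact two-sided binomial p was 1.15e-05, which is 0.145 multiplied by the genes tested and 0.000184 multiplied by the 16 tested genes of its list, fixed before the data were read. EGR1 passed over all genes with edgeR on molecule equivalents (0.0407 with 9 libraries, 0.0289 with 6), but the number of molecules rests on assumed reads per molecule. Limma on the spread between libraries needs no such assumption. There EGR1 passed over all genes with quantile normalisation (0.0146) and pseudocounts of 200, 500 or 1000 (0.0325, 0.0243 and 0.0242), but not in the main test (0.358). Over its list it passed in the main test (0.000966) and in 28 of 28 alternatives. Over the list these values argue against sampling, but over all genes the call turned on the setting, so sampling stays open there. A response of EGR1 to kinase inhibition may also account for it, as a hypothesis that the library differences leave untested.

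Abundant gene lists were higher in foretinib, and expression level of the members may account for it and stays open: 4 of the 6 list calls stayed past the threshold with a pseudocount of 200, which counted against it by a bound written before that value was seen, but 1 of 6 stayed with a mean filter of 1000 and 1 of 6 with quantile normalisation. With a correlation estimated per list 0 of the 6 calls stayed, and with the replicate block also 0. The block takes foretinib replicate 1 and cabozantinib replicate 3 out of the contrasts, so its result does not decide here. Relative to genes of the same level in each library all 6 lists stayed higher, but with 95% intervals that included 0, so that bound was not taken to decide: ATF4 0.29 (-0.22 to 0.79), ribosomal proteins 0.08 (-0.0780 to 0.24) and histones 0.26 (-0.32 to 0.85) against DMSO, and cholesterol synthesis 0.42 (-0.14 to 0.99), ribosomal proteins 0.09 (-0.0434 to 0.22) and histones 0.42 (-0.00106 to 0.83) against cabozantinib. Quantile normalisation left these at 0.34, 0.10, 0.29, 0.39, 0.10 and 0.39 in that order, while the list medians came nearer to all genes (0.50 to 0.14 for ribosomal proteins against DMSO). Median folds became smaller for ribosomal proteins (0.16 to 0.09 against DMSO, 0.15 to 0.07 against cabozantinib) and histones (0.29 to 0.25 and 0.34 to 0.32). They became larger for the ATF4 list (0.23 to 0.29) and cholesterol synthesis (0.20 to 0.23), so the lost calls of these lists did not go with smaller folds. The pseudocount of 200 ended the calls of the ATF4 list and the histones against DMSO. Their median folds hardly moved, at 0.22 and 0.29, but relative to all genes they fell from 0.57 to 0.32 and from 0.64 to 0.40. Unequal numbers of sampled molecules may account for part of the calls: in unchanged simulated groups 0.6 of the 6 calls came back on average with equal reads per molecule (SD 0.821 over 20 runs) and 0.35 with unequal (SD 0.988); ribosomal proteins came back in 3 and 6 of 20 runs (equal) and 3 and 1 (unequal), histones in 1 to 2, and the ATF4 and cholesterol lists in 0 of 20 under both models, which excludes nothing because both models were off in genes at 0. A response of these genes to foretinib also stays open and was not tested apart from the library differences.

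Each comparison of 3 against 3 libraries allows 10 splits, which cannot give a share under 0.05. For genes past the threshold the real count was 0 in each comparison, 10 of 10 splits gave as many, and the highest other split gave 2 for foretinib against DMSO, 0 for cabozantinib against DMSO and 1 for foretinib against cabozantinib. For lists the real counts were 3, 0 and 3, the highest other split gave 1 in each, and 1, 10 and 1 of the 10 splits gave as many.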
